# A method for high-throughput gene expression signature analysis

**DOI:** 10.1186/gb-2006-7-7-r61

**Published:** 2006-07-19

**Authors:** David Peck, Emily D Crawford, Kenneth N Ross, Kimberly Stegmaier, Todd R Golub, Justin Lamb

## Abstract

Genome-wide transcriptional profiling has shown that different biologic states (for instance, disease and response to pharmacologic manipulation) can be recognized by the expression pattern of relatively small numbers of genes. However, the lack of a practical and cost-effective technology for detection of these gene expression 'signatures' in large numbers of samples has severely limited their exploitation in important medical and pharmaceutical discovery applications. Here, we describe a solution based on the combination of ligation-mediated amplification with an optically addressed microsphere and flow cytometric detection system.

## Abstract 2

A new method for cost-effective high-throughput gene expression signature analysis is described.

## Background

Gene expression signatures comprised of tens of genes have been found to be predictive of disease type and patient response to therapy, and have been informative in countless experiments exploring biological mechanism (for example [1-4]). High-density DNA microarrays therefore represent the method of choice for unbiased transcriptome analysis and represent an excellent route to signature discovery. However, gene expression signatures with diagnostic potential must be validated in large cohorts of patients, in whom measuring the entire transcriptome is neither necessary nor desirable. Perhaps more important is that the ability to describe cellular states in terms of a gene expression signature raises the possibility of performing high-throughput, small-molecule screens using a signature of interest as the read out. However, for this to be practical one would need to be able to screen thousands of compounds per day at a cost dramatically below that of conventional microarrays.

We therefore developed a simple, flexible, cost-effective, and high-throughput gene expression signature analysis solution tailored for the measurement of up to 100 transcripts in many thousands of samples by combining multiplex ligation-mediated amplication [5-7] with the Luminex FlexMAP (Luminex, Austin, TX, USA) optically addressed and barcoded microsphere and flow cytometric detection system, that we together refer to as LMF (Figure 1) [8]. Here, we detail the LMF method and report on its overall performance.

## Results and Discussion

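HL60 is an established human promyelocytic leukemia cell line, and tretinoin, a ligand of the retinoic acid receptors, is known to make it differentiate toward granulocytes. The array experiment compared cells treated for 5 days with 1 μmol/l tretinoin in dimethyl sulfoxide (DMSO, final concentration 0.1%) with cells given DMSO alone. The deposited data hold 3 Affymetrix HG-U133A arrays per condition. By the legend of Figure 3, the arrays of a condition were parallel hybridizations of pooled labeled product. All p-values from these arrays therefore measure the spread between hybridizations of 2 RNA pools, not the spread between cultures, and the number of arrays limits their precision. The deposited values are linear MAS5 signal intensities for 22283 probe sets, before the scaling that the authors describe. Mean signal was 125, 121 and 152 on DMSO replicates 1 to 3 and 124, 91.3 and 132.7 on tretinoin replicates 1 to 3. Each array was here multiplied by the factor that brought its mean to that of DMSO replicate 1, which gave factors from 0.820 to 1.36. Values below 20 were then set to 20 and taken to log2. After scaling, between 12239 and 13397 probe sets exceeded 20 on each array, or 54.9% to 60.1% of the array. Across probe sets, which are not independent replicates, the correlation of log2 signals ran from 0.957 to 0.975 between arrays of the same condition and from 0.850 to 0.862 between conditions. On Affymetrix control probe sets, the ratio of 3' to 5' signal for ACTB, a common measure of RNA and labeling quality, was 1.38 to 1.42 on the DMSO arrays and 1.14 to 1.17 on the tretinoin arrays, while that for GAPDH lay between 1.06 and 1.19 on all 6 arrays. Differences were tested with limma over the 13374 probe sets above 20 on at least 3 arrays, and a probe set was called at an adjusted p under 0.05 and a fitted change of at least 1.5-fold. Where a gene had several probe sets, the brightest of those annotated to that gene alone stands for it, except in comparisons with LMF, which use the probe set the study chose.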

To test the LMF method a 90-gene expression signature was derived from an unbiased genome-wide transcriptional analysis of a cell culture model of hematopoietic differentiation. 

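After 5 days of tretinoin, CCL2, a chemokine that attracts monocytes, had risen 36.7-fold, from a scaled signal of 134 ± 30.4 in vehicle to 4911 ± 246 in tretinoin (mean ± SD, n = 3 arrays each). NCF1, a cytosolic subunit of the phagocyte oxidase, rose 23.3-fold, from 59.0 ± 11.2 to 1375 ± 176. MPO, the myeloperoxidase stored in azurophil granules, fell 16.9-fold, from 2739 ± 86.2 to 162 ± 12.4. MYC, a transcription factor that drives growth and proliferation, fell 16.4-fold, from 2727 ± 321 to 167 ± 5.33. Among the largest other rises were those of CADM1, a cell adhesion molecule (26.1-fold), the lysosomal protease CTSD (20.2-fold), KCTD12 (20.2-fold) and the lysosomal fucosidase FUCA1 (16.7-fold). VSIG4, a complement receptor of macrophages, rose at least 43.7-fold and RGS2, a regulator of G protein signaling, at least 23.4-fold, since each exceeded 20 on only 2 DMSO arrays and the others were set to the floor. The chemokine CCL4 (at least 44.0-fold), thrombospondin THBS1 (at least 41.4-fold), POR (at least 25.6-fold) and the lysosomal sulfatase SGSH (at least 15.4-fold) exceeded 20 on only 1 DMSO array. ASNS, which makes asparagine, fell at least 27.0-fold from 568 ± 35.9, and exceeded 20 on only 1 tretinoin array. Large falls were also measured for ASS1, an enzyme of arginine synthesis (20.3-fold), the calcium-binding protein S100P (18.3-fold), the serine synthesis enzymes PHGDH (13.5-fold) and PSAT1 (12.6-fold), the translation repressor EIF4EBP1 (12.7-fold), MS4A3 (12.0-fold) and NPIPA1 (11.2-fold). The amino acid transporter SLC7A5 fell at least 12.1-fold and RNASE2, a granule ribonuclease best known from eosinophils, at least 10.1-fold, and each exceeded 20 on only 2 tretinoin arrays. Of the 13374 probe sets tested, 1824 were higher and 1850 were lower in tretinoin by limma, and 9700 did not pass. Without the scaling of arrays, which moves the median log2 fold change by -0.18, the split was 1142 higher and 2312 lower. By gene, 1098 were higher, 1167 were lower and 5902 did not pass. The 3 arrays of a condition did not overlap with those of the other for 46.0% of probe sets, against 10% by chance.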

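Most measured neutrophil surface genes and all measured oxidase subunits were higher in tretinoin. Most measured azurophil granule genes were lower. Most measured specific granule genes did not pass, several of them near the floor. Of 24 measured neutrophil surface receptors and adhesion molecules, a list fixed before the data were examined, 15 were higher and 1 was lower (the same numbers when adjusted over the list alone), and 8 did not pass (camera, adjusted p = 5.61e-07). CEACAM1, an adhesion molecule, rose at least 11.8-fold to 259 ± 23.3 (SD, n = 3) and exceeded 20 on only 2 DMSO arrays. The receptor ADGRE3 rose 9.87-fold from 27.0 ± 2.59 to 266 ± 16.1. ITGAM, the alpha chain of the Mac-1 integrin, rose 6.13-fold from 51.6 ± 8.10 to 317 ± 3.79 on its brightest probe set (log10 ratio 0.788). Its other probe set did not rise (log10 ratio -0.005). CD38, a surface enzyme long used as a marker of retinoid treatment in HL60, rose at least 12.0-fold to 249 ± 5.78 and exceeded 20 on only 1 DMSO array. C5AR1, the receptor for complement C5a, exceeded 20 on only 2 tretinoin arrays and was at least 1.63-fold lower. That call was lost under several of the alternative settings. All 5 measured subunits of the phagocyte NADPH oxidase were higher, also when adjusted over the list alone, with CYBA at 3.69-fold, CYBB at 3.38-fold, NCF4 at 1.97-fold and RAC2 at 1.94-fold beside NCF1 (adjusted p = 6.65e-05 by camera, adjusted p = 0.103 with an estimated correlation). Of 8 azurophil granule proteins, 6 were lower and none was higher, also when adjusted over the list alone (camera, adjusted p = 5.23e-05). ELANE, neutrophil elastase, was at least 7.52-fold lower, since it stood at 150.5 ± 17.0 in vehicle and at the floor of 20 on every tretinoin array. PRTN3 fell at least 4.53-fold and CTSG at least 3.68-fold, and each exceeded 20 on only 1 tretinoin array. Of 14 listed proteins of the specific and gelatinase granules, which form later than the azurophil granules, 7 were measured. Only haptoglobin (HP) was higher, at 4.02-fold, and 6 did not pass, also when adjusted over the list alone. Of these 6, LCN2, MMP8, SLPI and TCN1 had condition means of only 23.2 to 32.2. They lay close to the floor of 20 in both conditions, so they are weakly measured rather than shown to be unchanged. The list did not pass against other genes (camera, adjusted p = 0.297), but passed against no change (fry, direction up, adjusted p = 0.0210). Of 14 myeloid transcription factors, 6 were higher and 4 were lower, also when adjusted over the list alone, with CEBPB up 3.73-fold and MYC, MYB (6.97-fold), IRF8 (3.51-fold) and CEBPA (2.64-fold) down. The list did not pass against other genes (camera, direction up, adjusted p = 0.677), but passed against no change in the other direction (fry, direction down, adjusted p = 0.00835). Of 16 genes of Fc receptor and ITAM signaling, 13 were higher and none was lower, also when adjusted over the list alone, among them CLEC7A, the beta-glucan receptor, at 7.22-fold (camera, adjusted p = 8.67e-08). Of 24 lysosomal proteins, 21 were higher and only LIPA, an acid lipase, was lower, also when adjusted over the list alone, with the sialidase NEU1 up 4.06-fold (camera, adjusted p = 5.88e-12). Of 10 markers of monocytes and macrophages, 5 were higher (ADGRE1, CD86, CSF1R, CD14 and CD4), 2 were lower (S100A8 and S100A9) and 3 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.0536). This list of markers did pass against no change (fry, direction up, adjusted p = 1.1e-04). ADGRE1 rose 6.83-fold, CD86 6.28-fold and CD14 3.42-fold, and CSF1R was at least 4.46-fold higher. C5AR1, CEBPA, LIPA, CD4, S100A8 and S100A9 are named because few genes of their list moved that way, a choice made after the values were seen. Of these lists, 3 neutrophil surface genes, MPO, 3 of the transcription factors, FCER1G, TYROBP, 4 lysosomal genes and ADGRE1 are among the 90 transcripts that the study chose on these arrays, so for them the direction is not independent evidence. With an estimated correlation, camera kept its calls for the neutrophil surface, azurophil, Fc receptor and lysosomal lists.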

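Most measured genes of DNA replication, mitosis and ribosome biogenesis were lower in tretinoin. Of 34 measured genes of DNA replication, 33 were lower and none was higher, also when adjusted over the list alone (camera, adjusted p = 4.52e-17). The replicative helicase subunit MCM6 fell 6.20-fold, from 635 ± 11.3 to 103 ± 11.5 (SD, n = 3), MCM4 fell 5.80-fold and MCM2 fell 5.34-fold. UNG, a DNA repair glycosylase, fell at least 4.92-fold and exceeded 20 on only 1 tretinoin array. Of 22 genes of mitosis, 17 were lower (18 when adjusted over the list alone), none was higher and 5 did not pass (camera, adjusted p = 1.2e-07). The spindle checkpoint gene MAD2L1 fell 4.34-fold, from 219 ± 12.8 to 50.4 ± 3.36, BUB1 fell 2.36-fold and PLK1 fell 2.29-fold. None of 4 cyclin-dependent kinase inhibitors passed, also when adjusted over the list alone, and their log2 fold changes lay between 0.02 and 0.49 (camera, adjusted p = 0.287). Ribosome biogenesis genes were lower in 14 of 17 cases, none was higher and 3 did not pass, also when adjusted over the list alone (camera, adjusted p = 1.2e-07). NOLC1, a nucleolar phosphoprotein, fell 5.86-fold from 754 ± 25.1 to 129 ± 17.4 on its brightest probe set (log10 ratio -0.768). Its other probe sets fell less, with log10 ratios of -0.419 and -0.319. WDR12, which acts in maturation of the large ribosomal subunit, fell 3.31-fold. Of 51 ribosomal proteins, 3 were lower (2 when adjusted over the list alone), 1 was higher and 47 did not pass, with RPL12 down 2.01-fold and RPS9 up 1.56-fold. Their shift downward passed camera at an adjusted p of 0.0164, but adjusted p = 0.457 with an estimated correlation, and it was lost as deposited without scaling (adjusted p = 0.0728), with median scaling (0.0671), with quantile normalization (0.103), with the factors of Additional data file 4 (0.0636) and without tretinoin replicate 2 (0.125). Of 15 amino acid stress response genes, which include ASNS, PHGDH, PSAT1 and SLC7A5, 13 were lower and none was higher, also when adjusted over the list alone (camera, adjusted p = 1.76e-09). Purine and pyrimidine synthesis lost 11 of 15 genes (13 when adjusted over the list alone) and gained none (camera, adjusted p = 1.2e-07), and PAICS, an enzyme of purine synthesis, fell 6.42-fold from 647 ± 14.1 to 101 ± 5.68. Of 16 aminoacyl-tRNA synthetases, 12 were lower and none was higher, also when adjusted over the list alone, with IARS1 down 5.17-fold and YARS1 down 2.76-fold (camera, adjusted p = 1.2e-07). With an estimated correlation, camera kept its calls for DNA replication, mitosis, ribosome biogenesis, amino acid stress, nucleotide synthesis and tRNA synthetases. Of these lists, 5 DNA replication genes, MAD2L1, 2 ribosome biogenesis genes, DDIT4, 2 nucleotide synthesis genes and LARS1 are among the 90 transcripts chosen by the study on these arrays, and for them the direction is not independent evidence.

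**Figure D1:**
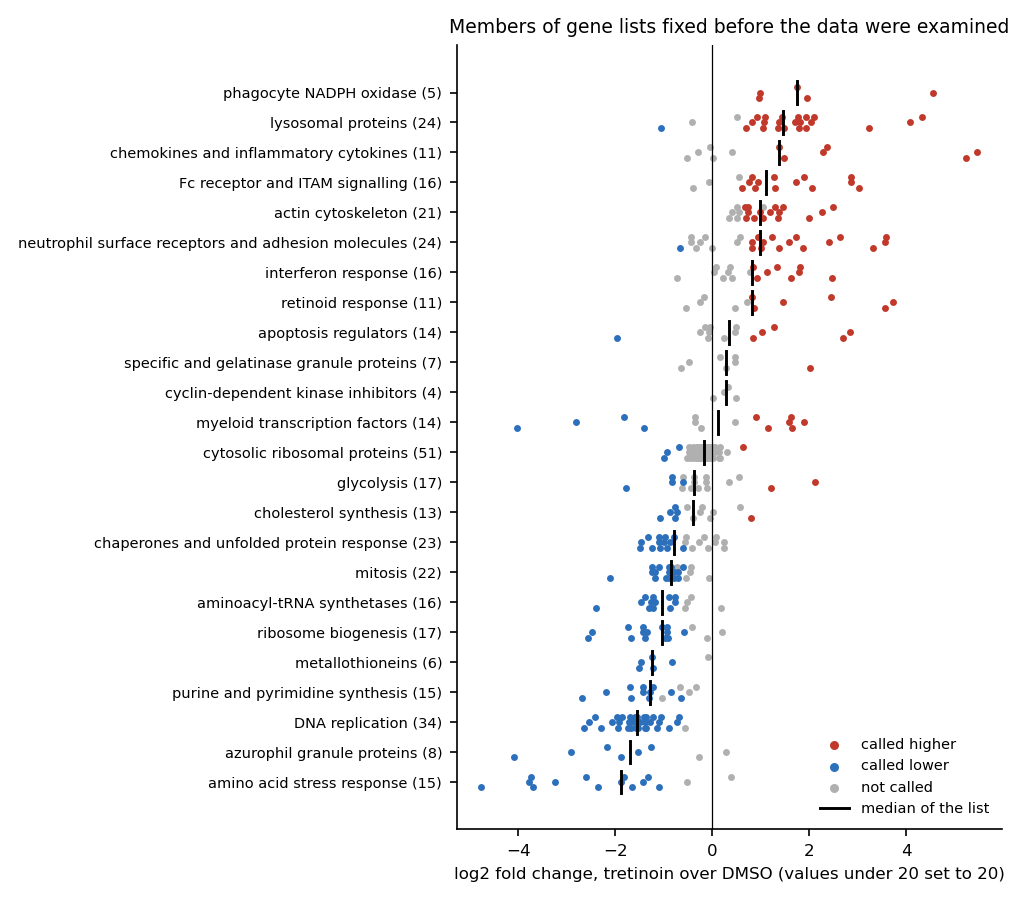
Log2 fold change (tretinoin over DMSO) of each measured member of the 24 lists of cell functions, with the number of measured members in brackets. Each point is a gene, red where it was called higher, blue where it was called lower and gray where it was not called, and black bars mark the list medians. DNA replication lies wholly to the left of 0, and all 5 NADPH oxidase subunits lie to its right.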

Total RNA was isolated from HL60 cells following treatment with tretinoin (all-*trans *retinoic acid) or vehicle (dimethyl sulfoxide [DMSO]) alone, amplified and labeled by *in vitro *transcription (IVT), and hybridized to Affymetrix GeneChip microarrays (Affymetrix Inc., Santa Clara, CA, USA). Features reporting above threshold were binned into three groups of equal size on the basis of expression level (low = 20-60 units; medium = 60-125 units; and high = >125 units). 

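Genes that changed with tretinoin were found in each expression bin, taken here on the lower of the 2 condition means. In the low bin, ALOX5, which starts leukotriene synthesis, rose from 50.9 ± 5.97 to 538 ± 18.1 and EIF4EBP1 fell from 624 ± 6.52 to 49.2 ± 18.4 (SD, n = 3 arrays each). In the medium bin, NPC2, a lysosomal cholesterol carrier, rose from 102 ± 7.64 to 947 ± 9.11 and ODC1, the entry enzyme of polyamine synthesis, fell from 953 ± 66.6 to 96.6 ± 6.03. In the high bin, TYROBP, an adaptor of activating receptors, rose from 458 ± 23.5 to 3307 ± 141 and LDHA, lactate dehydrogenase, fell from 1950.3 ± 45.3 to 566 ± 23.9. Of the probe sets with a higher mean in tretinoin, 3907 lay in the low bin, 1397 in the medium bin and 1117 in the high bin. Of those with a lower mean, 4276 lay in the low bin, 1477 in the medium bin and 1319 in the high bin. With the factors of Additional data file 4 and a signal of 20 or more on every array, a different scaling chosen after the values were seen, the low, medium and high bins held 42.9%, 31.6% and 25.5% of those with a higher mean and 42.7%, 30.0% and 27.3% of those with a lower mean.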

Ten transcripts exhibiting low (1.5-2.5×), moderate (3-4.5×), and high (>5×) differential expression between the two conditions were then selected from each bin, populating a matrix of nine classes (Additional data file 1), thereby spanning the range of differential expression likely to be encountered in a typical signature analysis experiment.

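Transcripts of the 90 with the largest rises include the chemokine CCL2, the lysosomal genes FUCA1 and NPC2, the signaling adaptors FCER1G (8.12-fold, 201 ± 17.4 to 1634 ± 54.5; SD, n = 3 arrays) and TYROBP (7.22-fold), and SAT1, an enzyme of polyamine breakdown (6.48-fold, 158 ± 8.67 to 1022 ± 36.0). Those with large falls include MPO, MYC, S100P, the helicase subunits MCM2, MCM4 and MCM6, and MYB, a transcription factor of immature blood cells (880.4 ± 19.8 to 126 ± 14.9). The classes of small change include the membrane fusion protein SNAP29 (2.32-fold higher) and XRCC6, a protein of DNA end joining (1.70-fold lower). All 90 moved in the direction the study lists, and 88 were called by limma. OAZ1 (1.48-fold) and STAU1 (1.46-fold) did not pass the minimum of 1.5-fold. Since the study chose them on these arrays by fold class and signal to noise ratio, these calls are not independent evidence. Scaled to equal mean signal, 77 of the 90 fell in their listed basal and fold class and 13 lay just outside a boundary, such as TMSB10 at 4.80-fold and PDLIM5 at 4.87-fold in classes of over 5-fold. Multiplied instead by the scale factors printed in Additional data file 4, all 90 fell in their listed class. Across the array, the 9 classes together held 3537 probe sets, 1701 higher and 1836 lower in tretinoin. The largest was the class of low basal level and low change with 1643, and the smallest that of high basal level and high change with 21. A further 9575 probe sets, or 71.0% of those above baseline, differed by less than 1.5-fold.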

Probe pairs were designed against each of the 90 transcripts (Additional data file 2) and tested against 10 aliquots of the tretinoin-treated and vehicle-treated HL60 RNA to provide a measure of the reproducibility of LMF. Replicate measurements were highly correlated, with 97.9% of data points falling within twofold of their corresponding means (Figure 2). Much of the variability was explained by a single transcript, accounting for 34% of the data points outside this range. The overall reproducibility of the assay was therefore extremely high.

We next considered the extent to which LMF could recapitulate the gene expression signature discovered with microarrays. Estimates of the extent of differential expression reported by both solutions were very similar, even in the low basal and low differential expression classes (Figure 3). 

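In the class of low basal level and low differential expression, where the array signals were weakest, CAPN3, a calpain protease, was 2.37-fold higher on the arrays and 2.04-fold higher by LMF, and SNAP29 was 1.74-fold higher by LMF. MDM1 was 2.34-fold lower on the arrays and 1.95-fold lower by LMF. FOXK2, a forkhead transcription factor, was 2.59-fold and 1.29-fold lower. Array ratios here come from the deposited arrays (n = 3 per condition), and LMF ratios from the paper's LMF values in Additional data file 5 (n = 10 wells per condition), with blanks subtracted, a floor of 5 and division by GAPDH_3. At the other end, in the class of high basal level and over 5-fold change, MPO was 12.0-fold lower by LMF, FCER1G was 5.73-fold higher and MYC, which had fallen about as much as MPO on the arrays, was 2.22-fold lower. Within classes of 10 transcripts, the correlation of log ratios was 0.861, 0.695 and 0.934 for the low, moderate and high change classes of the low basal bin. It was 0.885, 0.992 and 0.983 in the medium bin and 0.939, 0.892 and 0.956 in the high bin.  Each of the 9 passed a permutation test over transcripts, with adjusted p between 0.000210 and 0.00583 after correction over the 9 classes, though transcripts are not independent replicates and classes that mix rising and falling genes raise such correlations.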

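HSPA13, LRP8, IGF1R, SDAD1 and WDR12 were lower in tretinoin on the arrays and higher by LMF (paper's values, Additional data file 5). HSPA13, a chaperone of the HSP70 family listed as STCH, was 3.98-fold lower on the arrays, from 114 ± 7.74 to 28.7 ± 0.921 (SD, n = 3), and 1.51-fold higher by LMF. LRP8, a lipoprotein receptor, was 3.57-fold lower on the arrays, from 169 ± 6.77 to 47.3 ± 4.28, and 1.37-fold higher by LMF. IGF1R, the receptor for insulin-like growth factor 1, was 3.28-fold lower, from 112 ± 7.27 to 34.3 ± 3.29, and 1.43-fold higher by LMF. WDR12 was lower on the arrays, from 459.6 ± 7.61 to 139 ± 8.48, and 1.33-fold higher by LMF. SDAD1, listed as FLJ10498, was 1.76-fold lower, from 161 ± 4.29 to 91.9 ± 3.40, and only 1.03-fold higher by LMF, and its LMF ratio was 0.933 in the second LMF repeat (Additional data file 7). All 5 fell on the arrays with an adjusted p under 0.05 from limma, and for the other 85 transcripts the sign was the same on both platforms. Of these 5, all kept opposite signs in the first LMF repeat (Additional data file 6) and 4 in the second. Another 1 and 2 transcripts took opposite signs in the first and second repeat. In tests chosen after the signs were seen, all 5 kept opposite signs with division by the mean of the 3 GAPDH features, and 2 other transcripts took them. With no division by a reference, all 5 LMF ratios of tretinoin over DMSO were lower, so signs near a ratio of 1 turned. Only HSPA13 stayed higher by LMF, at 1.07-fold, and 6 other transcripts took opposite signs. LRP8, IGF1R and WDR12 then had ratios of 0.971, 0.984 and 0.896, still far from their falls on the arrays. SDAD1 had a ratio of 0.740. The signal of GAPDH_3 itself was 1.47-fold lower in tretinoin.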

Five probe pairs produced gross errors, which is in accordance with our typical first-pass probe failure rate of 5%. All failures can generally be remedied by probe redesign. 

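ALOX5 rose 10.6-fold on the arrays and 5.58-fold by LMF, and SAT1 rose 4.18-fold by LMF. RRM2, a subunit of ribonucleotide reductase, fell 3.54-fold on the arrays and 2.54-fold by LMF. SURF1, an assembly factor of cytochrome c oxidase, was 1.62-fold and 1.29-fold higher, and POLR2F, a subunit of the RNA polymerases, was 1.61-fold and 1.33-fold lower. FUCA1, CADM1 and CCL2 rose 12.7-fold, 10.8-fold and 10.0-fold by LMF, and S100P fell 10.2-fold. LMF values are the paper's (Additional data file 5, n = 10 wells per condition), and array values are means of n = 3. Pearson's r across the 90 transcripts of the log10 ratios was 0.924 (95% bootstrap interval 0.886 to 0.955) and Spearman's rho was 0.921. Permuting the pairing of transcripts gave p = 1e-05, the smallest that 100000 permutations can give, though transcripts are not independent replicates. Without the 2 transcripts farthest from the median array ratio, r was 0.917. Without the 5 transcripts of opposite sign it was 0.948. Part of r comes from the separation of rising and falling genes, since r was 0.858 among the 45 that were higher in tretinoin and 0.643 among the 45 that were lower. The paper reasons from this correlation. It separately reports a similar extent of change on both platforms.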

The overall correlation of log ratios between the platforms across all 90 transcripts was 0.924, demonstrating that for the vast majority of transcripts the LMF method faithfully recovered the microarray-defined changes. A repeat of this entire LMF analysis on two additional occasions yielded similar results. The coefficient of variation of mean expression level for each of the 90 features across all three independent evaluations had a mean of 13.8% (range 1.1-49.8%) indicating high stability of the platform.

The most important attribute of a signature analysis technology is its ability to discriminate between biologic states. To test this, we used LMF to collect data for our 90 gene feature set from 94 microtiter well cultures of HL60 cells each treated with either tretinoin or vehicle. Approximately 7,500 cell equivalents were assayed from each well. LMF has been successfully applied to the analysis of clinical specimens of as few as 5,000 cell equivalents (data not shown). A *k*-nearest-neighbor (KNN) classification algorithm trained on the original 90-gene, microarray-derived expression signature delivered a classification accuracy of 100% for these samples. Classifiers built in the space of the nine previously defined expression classes (10 transcripts each) also had extremely high accuracy, ranging from 85.2% to 100% (Table 1), indicating that LMF performs well even for small signatures populated with nonabundant transcripts and with only modest differential expression. We note that the classification accuracy was high despite the tendency of LMF to underestimate the extent of differential expression relative to the Affymetrix platform (Figure 3). Indeed, KNN classifiers built and tested by leave-one-out cross-validation on positive and negative control wells from a number of actual small molecule screens performed with LMF in our laboratory also delivered impressive accuracies (30-gene androgen signature, 642 wells: 98.8% accuracy; 11-gene sarcoma signature, 766 wells: 99.6% accuracy; 21-gene adipocyte signature, 324 wells: 100% accuracy; and 11-gene neuroblastoma signature, 191 wells: 99.5% accuracy; data not shown). 

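The shrinkage of LMF ratios was seen among rising and falling genes alike. PLEK, a protein kinase C substrate of platelets and leukocytes, rose 3.91-fold on the arrays and 2.34-fold by LMF, and DNAJC13, a co-chaperone of endosomes, rose 2.93-fold and 1.55-fold (LMF values are the paper's, Additional data file 5). IMPDH2, an enzyme of guanine nucleotide synthesis, fell 3.20-fold on the arrays and 1.59-fold by LMF. Large changes also shrank, with LMF folds of 2.06 for MYB, 1.98 for PAICS, 1.43 for PDLIM5 and 1.18 for MCM4. In the other direction, ADGRE3 rose 25.8-fold and ITGAM 8.24-fold by LMF, more than on the arrays, and ITGB3BP, a centromere protein, fell 1.97-fold on the arrays and 3.52-fold by LMF. The LMF log ratio was smaller in size for 76 of the 90 transcripts (84.4%). The 76 include the 5 transcripts of opposite sign, all lower on the arrays, which are reversals rather than shrinkage. Their LMF log ratio over the array log ratio lay between -0.300 and -0.0533. The medians and the slope below include them. The median fold was 3.44 on the arrays and 2.35 by LMF. Per transcript, the median of the LMF log ratio over the array log ratio was 0.744 (95% bootstrap interval over transcripts 0.664 to 0.796), and the least squares slope through the origin was 0.712 (0.639 to 0.782). The median was 0.742 among transcripts higher in tretinoin and 0.745 among those lower. By basal class it was 0.683, 0.755 and 0.730 from low to high, with overlapping intervals.

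**Figure D2:**
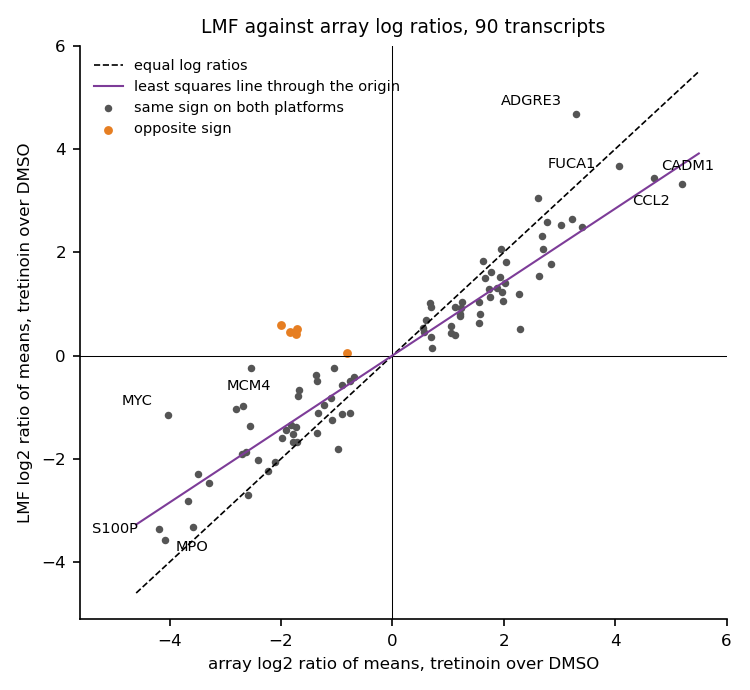
Log2 ratio of tretinoin over DMSO means by LMF (paper's values, 10 wells per condition) against that on the arrays (3 per condition), with a point for each of the 90 transcripts. Most points lie between the dashed line of equal ratios and the horizontal axis, along the purple least squares line of slope 0.712, and the 5 transcripts of opposite sign are orange.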

Taken together, these data indicate that LMF represents a highly accurate signature analysis method that is suitable for high-throughput applications.

LMF makes possible a wide variety of gene expression-based applications that have the potential to be transforming, particularly in the area of small molecule screening. High-throughput small molecule screens based on gene expression have previously been suggested, but they have been limited to the measurement of a single gene by either reporter assay or real-time PCR, or by a small signature of up to five genes using a mass spectrometric readout [9]. The ability to measure more complex (up to 100-transcript) signatures (with concomitant increases in sensitivity and robustness) in high throughput has not previously been feasible. The LMF method now makes such signature-based small molecule screening practical.

LMF should be distinguished from other bead-based mRNA expression methods. BADGE (Beads Array for the Detection of Gene Expression) combines IVT labeling with flow cytometric detection [10]. RNA-mediated annealing, selection and ligation (RASL) and DNA-mediated annealing, selection and ligation (DASL) are ligation-based methods that rely on self-assembled fibreoptic bead arrays for detection [11,12]. Although these approaches have demonstrated feasibility, the labeling costs for IVT approach US$100 (versus about $0.25 for LMF) and the costs of flow-based detection compare very favorably with those of fibreoptic bead arrays. Even the most inexpensive custom low-density microarray solutions have detection costs at least one order of magnitude greater than that of LMF and they also commonly suffer from high initial set-up charges. Furthermore, LMF has been implemented in large-scale, 384-well, plate-based screens, whereas neither BADGE or RASL/DASL nor existing microarray products are amenable to a comparable high-throughput implementation at any cost.

## Conclusion

Genome-wide DNA microarray technology continues to be a mainstay of biologic discovery. However, the ability to measure gene expression signatures of interest with great rapidity and flexibility, and at very high throughput and dramatically lower cost, represents, in our view, the next transformative technology in the gene expression field. We believe that the LMF method described here has the potential for such impact.

## Materials and methods

### Cell culture and RNA isolation

HL60 (human promyelocytic leukemia) cells were cultured in RPMI supplemented with 10% fetal bovine serum and antibiotics. Cells were treated with 1 μmol/l tretinoin (all-*trans *retinoic acid; Sigma-Aldrich, St Louis, MO, USA) in dimethyl sulfoxide (DMSO; final concentration 0.1%) or DMSO alone for five days. Total RNA was isolated from bulk cultures with TRIzol Reagent (Invitrogen, Carlsbad, CA, USA), in accordance with the manufacturer's directions. For the classification exercise, microtiter plate cultures were treated with 200 nmol/l tretinoin or DMSO for two days to mimic the submaximal signatures likely to be encountered in a small molecule screen, and were and prepared for mRNA capture by the addition of Lysis Buffer (RNAture, Irvine, CA, USA).

### Microarrays

Total RNA was amplified and labeled using a modified Eberwine method, the resulting cRNA was hybridized to Affymetrix GeneChip HG-U133A oligonucleotide microarrays, and the arrays were scanned in accordance with the manufacturer's directions. Raw data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO [13]) and are accessible through GEO series accession number GSE5007. 

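The levels of genes used as controls depended in part on how the arrays were scaled. GAPDH, the glycolytic enzyme that also serves as the LMF reference, had a signal of 8081 ± 314 in vehicle and 6214 ± 193 in tretinoin (SD, n = 3), a log2 fold change of -0.38 (standard error 0.12, adjusted p = 0.0441 from limma) that stayed below the minimum of 1.5-fold. The adjusted p was above 0.05 without scaling (0.106), with median scaling (0.140), with the factors of Additional data file 4 (0.100) and with any array left out (0.0725 to 0.117). The 3 Affymetrix control probe sets for GAPDH were lower by 0.50 to 0.58 on the log2 scale (adjusted p = 0.00839 to 0.0139), also without scaling (0.0285 to 0.0493). However, the highest of the 3 adjusted p-values was 0.0511 with median scaling and 0.0513 without tretinoin replicate 3. By LMF (paper's values, Additional data file 5, n = 10 wells), raw signals were 2.06-fold lower for GAPDH_5 and 2.21-fold lower for GAPDH_M. The mean of the brightest GAPDH probe set was lower in tretinoin under every scaling tried, with log2 fold changes between -0.58 without scaling and -0.31 with the factors of Additional data file 4. ACTB, cytoplasmic actin, rose from 6459 ± 163 to 10356 ± 329.5 with a log2 fold change of 0.68 (adjusted p = 0.00401), but the call was lost without scaling, where the log2 fold change was 0.48. TFRC, the transferrin receptor of proliferating cells, fell 1.65-fold from 888 ± 52.6 to 536 ± 26.6 (adjusted p = 0.00393), and was lower under each scaling. With the factors printed in Additional data file 4, which do not bring the 6 array means to a common value, 2055 probe sets were called higher and 1614 lower.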

Intensity values were scaled such that the overall fluorescence intensity of each microarray was equivalent. Expression values below an arbitrary baseline (20) were set to 20.

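The floor hides the starting level of many genes that were higher in tretinoin. PALLD, an actin-bundling scaffold, was at the floor on every DMSO array and reached 1083 ± 46.8 in tretinoin (SD, n = 3), so it was at least 54.1-fold higher. On the same basis CFP, the complement factor properdin, was at least 28.8-fold higher, the scavenger receptor CD36 at least 19.5-fold, the adhesion molecule NINJ2 at least 17.4-fold and the chemokine CCL24 at least 14.7-fold. TGM2 and DHRS3, both known targets of retinoic acid, were at least 13.2-fold and 11.9-fold higher. In all, 323 called probe sets were at the floor on every array of a condition, 198 of them in DMSO and 125 in tretinoin. With a floor of 10, 1773 probe sets were called higher and 1812 lower, and with a floor of 40, 1502 and 1493.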

### Gene selection

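On the lower of the 2 condition means, 13493 probe sets (60.6% of the array) were above 20, of which 6421 had the higher mean in tretinoin and 7072 the lower. These include genes with a modest level in vehicle that rose far above it, such as CADM1 (115 ± 6.19 in vehicle and 2995 ± 38.5 in tretinoin; SD, n = 3), as well as genes abundant in both conditions, such as ACTB. Genes at the floor on all arrays of a condition, such as PALLD, CD36 and ELANE, are left out by this definition. Counting only probe sets above 20 on every array gave 9376, which leaves out CCL4, THBS1, CD38 and ASNS but keeps each of the 90 transcripts. Counting those above 20 on at least 3 arrays gave 13374.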

The 9,466 probe sets reporting above baseline were first divided into upregulated and downregulated groups by differences in mean expression levels between tretinoin and vehicle treatments. Each of these groups was further divided into three sets of approximately equal size on the basis of the lower mean expression level. The selected basal expression categories were 20-60 (low), 60-125 (moderate), and >125 (high). Probe sets reporting small (1.5-2.5×), medium (3-4.5×), or large (>5×) changes in mean expression level within each basal expression category were extracted and ranked by signal to noise ratio. The top five probes mapping to unique RefSeq identifiers according to NetAffx [14] in each of the 18 categories were selected, populating nine sets of 10 genes (Additional data file 1).

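CADM1 had the highest signal to noise ratio of the 90 transcripts, 64.4, followed among genes named here by NPC2 at 50.5 (the difference of condition means over the sum of their SDs). MS4A3, a membrane protein of myeloid progenitors, led its category at 31.6 and ADGRE1, a macrophage receptor, reached 30.2. At the lower end were BTBD3 at 6.00 and EDEM2, a protein of endoplasmic reticulum quality control, at 6.72. Over the 90, the ratio ran down to 5.77 with a median of 13.0. With arrays scaled to equal means, 54 of the 90 ranked among the top 5 of their listed category by this ratio and 75 among the top 10. Ranks were also given to the 13 transcripts that lay outside their listed class under this scaling. The lowest rank was 45, for OAZ1. It was ranked against the 293 probe sets of high basal level, small change and higher mean in tretinoin. Its own change of 1.48-fold lay below that category. With the factors of Additional data file 4, 85 of the 90 ranked among the top 5 and the lowest rank was 6, before any match to unique RefSeq identifiers.

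**Figure D3:**
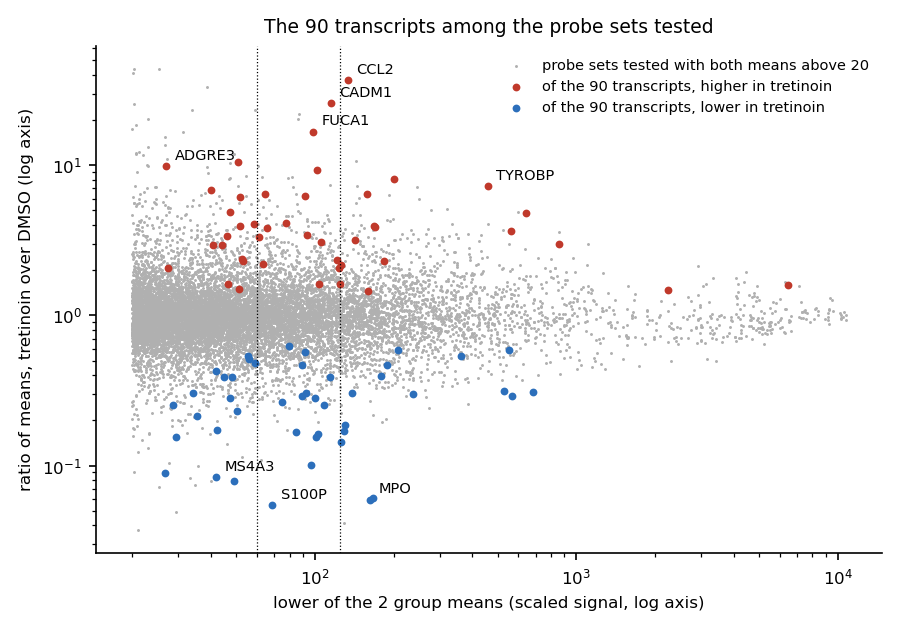
Ratio of tretinoin over DMSO means against the lower of the 2 means, both on log axes, for probe sets tested with both means above 20 (gray) and for the 90 transcripts, red where higher and blue where lower in tretinoin. Dotted lines mark the basal boundaries at 60 and 125. CCL2 at 36.7-fold and CADM1 at 26.1-fold are the highest of the 90, and MPO and S100P are among the lowest.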

### Probes and primers

Upstream probes were composed (5' to 3') of the complement of the T7 primer site (TAA TAC GAC TCA CTA TAG GG), a 24 nucleotide (nt) barcode, and a 20 nt gene-specific sequence. Downstream probes were 5'-phosphorylated, and contained a 20 nt gene-specific sequence and the T3 primer site (TCC CTT TAG TGA GGG TTA AT). Barcode sequences were developed by Tm Bioscience (Toronto, Ontarion, Canada) [15] and detailed in the Luminex FlexMAP Microspheres Product Information Sheet [8]. Gene-specific fragments of probes were designed against the Oligator Human Genome RefSet, keyed by RefSeq identifier, where available. A 40 nt region was manually selected from within these 70 nt sequences to yield two fragments of equal length with roughly similar base composition and juxtaposing nucleotides being C-G or G-C, where possible. Probe sequences are provided in Additional data file 2. Capture probes contained the complement of the barcode sequences and had 5'-amino modification and a C12 linker. The T7 primer (5'-TAA TAC GAC TCA CTA TAG GG-3') was 5'-biotinylated. The T3 primer has the sequence 5'-ATT AAC CCT CAC TAA AGG GA-3'. Oligonucleotides (all with standard desalting) were from Integrated DNA Technologies (Coralville, IA, USA).

### Beads and bead coupling

Luminex xMAP Multi-Analyte COOH Microspheres [8] were coupled to capture probes in a semi-automated microtiter plate format. Approximately 2.5 × 10^6 ^microspheres were dispensed to the wells of a V-bottomed microtiter plate, pelleted by centrifugation at 1800 *g *for 3 minutes, and the supernatant removed. Beads were resuspended in 25 μl binding buffer (0.1 M 2- [*N*-morpholino]ethansulfonic acid; pH 4.5) by sonication and pipeting, and 100 pmol capture probe was added. A volume of 2.5 μl of a freshly prepared 10 mg/ml aqueous solution of 1-ethyl-3-(3-dimethylaminopropyl) carbodiimide hydrochloride (Pierce, Milwaukee, WI, USA) was added, and the plate incubated at room temperature in the dark for 30 minutes. This addition and incubation step was repeated, and 180 μl 0.02% Tween-20 added with mixing. Beads were pelleted by centrifugation, as before, and washed sequentially in 180 μl 0.1% sodium dodecyl sulfate and 180 μl tris-EDTA (TE) (pH 8.0) with intervening spins. Coupled microspheres were resuspended in 50 μl TE (pH 8.0) and stored in the dark at 4°C for up to one month. Bead mixes were freshly prepared and contained about 1.5 × 10^5^/ml of each microsphere in 1.5× TMAC buffer (4.5 mol/l tetramethylammonium chloride, 0.15% *N*-lauryl sarcosine, 75 mmol/l tris-HCl [pH 8.0], and 6 mmol/l EDTA [pH 8.0]). The mapping of bead number to capture probe sequence is provided in Additional data file 3.

### Ligation-mediated amplification

Transcripts were captured in oligo-dT coated 384 well plates (GenePlateHT; RNAture) from total RNA (500 ng) in Lysis Buffer (RNAture) or whole cell lysates (20 μl). Plates were covered and centrifuged at 500 *g *for one minute, and incubated at room temperature for one hour. Unbound material was removed by inverting the plate onto an absorbent towel and spinning as before. A volume of 5 μl of an M-MLV reverse transcriptase reaction mix (Promega, Madison, WI, USA) containing 125 μmol/l of each dNTP (Invitrogen) was added. The plate was covered, spun as before, and incubated at 37°C for 90 minutes. Wells were emptied by centrifugation, as before. A volume of 10 fmol of each probe was added in 1× *Taq *Ligase Buffer (New England Biolabs, Ipswich, Ma, USA; 5 μl), the plate covered, spun as before, heated at 95°C for two minutes and maintained at 50°C for six hours. Unannealed probes were removed by centrifugation, as before. A volume of 5 μl of 1× *Taq *Ligase Buffer containing 2.5 U *Taq *DNA ligase (New England Biolabs) was added, the plate covered, spun as before, and incubated at 45°C for one hour followed by 65°C for 10 minutes. Wells were emptied by centrifugation, as before. A volume of 15 μl of a HotStarTaq DNA Polymerase mix (Qiagen, hilden, Germany) containing 16 μmol/l of each dNTP (Invitrogen) and 100 nmol/l of T3 primer and biotinylated T7 primer was added. The plate was covered, spun as before, and polymerase chain reaction performed in a Thermo Electron (Milford, MA, USA) MBS 384 Satellite Thermal Cycler (initial denaturation of 92°C for 9 minutes, 92°C for 30 s, 60°C for 30 s, 72°C for 30 s for 39 cycles; final extension at 72°C for 5 minutes). Total time from the addition of lysis buffer to hybridization-ready product for 96 samples processed in parallel in a single microtiter plate is approximately 14 hours.

### Hybridization and detection

A volume of 15 μl of LMA reaction product was mixed with 5 μl TE (pH 8.0) and 30 μl bead mix (about 4,500 of each microsphere) in the wells of a Thermowell P microtiter plate (Costar, Corning, NY, USA). The plate was covered and incubated at 95°C for two minutes and maintained at 45°C for 60 minutes. A volume of 20 μl of a reporter mix containing 10 ng/μl streptavidin R-phycoerythrin conjugate (Molecular Probes, Eugene, OR, USA) in 1× TMAC buffer (3 mol/l tetramethylammonium chloride, 0.1% *N*-lauryl sarcosine, 50 mmol/l tris-HCl [pH 8.0], 4 mmol/l EDTA [pH 8.0]) was added with mixing and incubation continued at 45°C for five minutes. Beads were analyzed with a Luminex 100 instrument [8]. Sample volume was set at 50 μl and flow rate was 60 μl/minute. A minimum of 100 events were recorded for each bead set and median fluorescence intensities (MFIs) computed. Total time from the start of hybridization to download of raw data from the instrument for 96 samples processed in parallel in a single microtiter plate is approximately three hours. Expression values for each transcript were corrected for background signal by subtracting the MFI of corresponding bead sets from blank (TE only) wells. Values below an arbitrary baseline (5) were set to 5, and all were normalized against an internal control feature (GAPDH_3).

### k-Nearest-neighbor classifier

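In the training arrays, vehicle and tretinoin were far apart in each gene space. Genes such as MPO, MYC and MS4A3 were high on all 3 DMSO arrays and low on all 3 tretinoin arrays, and CCL2, TYROBP and FCER1G the reverse, so after each gene was set to a mean of 0 and an SD of 1 the 2 conditions took opposite signs. Over the 90 transcripts, the cosine distance between arrays of the same condition was at most 0.0145 and that between conditions was at least 1.99. In the class of low basal level and small change, which holds CAPN3, SNAP29 and FOXK2, distances within a condition reached 0.0243, the largest of the 9 classes, and those between conditions were at least 1.99. In the class of medium basal level and over 5-fold change, which holds CADM1, FUCA1 and S100P, distances within a condition were at most 0.00819. With 3 arrays per condition and genes chosen on these same arrays, such separation is built into the selection, and no classification error can be read from it.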

The microarray-derived expression signature from long duration, high-dose tretinoin or vehicle treatments was used to train a series of KNN classifiers in the spaces of the full 90-member gene set and each of the nine 10-member gene categories. These were applied to the corresponding data from the 88 LMF test samples whose internal reference feature (GAPDH_3) was within two standard deviations from the mean. To permit the cross-platform analysis, both the train and test data sets were normalized so that each gene had a mean of zero and a standard deviation of one. The KNN algorithm classifies a sample by assigning it the label most frequently represented among the *k *nearest samples. In this case *k *was set to 3. The votes of the nearest neighbors were weighted by one minus the cosine distance. This analysis was performed with the GenePattern software package [16].

## Additional data files

The following additional data are included with the online version of this article: An Excel file listing the genes populating the representative gene space (Additional data file 1); an Excel file containing the LMF probe sequences (Additional data file 2); an Excel file providing a mapping of bead number to capture probe sequence (Additional data file 3); a document containing the Affymetrix data used to select the representative gene space (in the tab-delimited .res file format; Additional File 4); a document containing raw LMF data used to assess the reproducibility of the method and for comparisons between platforms (in the tab-delimited .txt file format; Additional data file 5); a document containing raw LMF data used to assess the stability of the LMF method (in the tab-delimited .txt file format; Additional data file 6); a document containing raw LMF data used to assess the stability of the LMF method (in the tab-delimited .txt file format; Additional data file 7); and a document containing raw LMF data from the analysis of the microtiter cultures, which were used in the classification exercise (in the tab-delimited .txt file format; Additional data file 8).

## Supplementary Material

Additional data file 1 The genes populating the representative gene space Click here for file

Additional data file 2 The LMF probe sequences Click here for file

Additional data file 3 A mapping of bead number to capture probe sequence Click here for file

Additional data file 4 A document containing the Affymetrix data used to select the representative gene space Click here for file

Additional data file 5 A document containing raw LMF data used to assess the reproducibility of the method and for comparisons between platforms Click here for file

Additional data file 6 A document containing raw LMF data used to assess the stability of the LMF method Click here for file

Additional data file 7 A document containing raw LMF data used to assess the stability of the LMF method Click here for file

Additional data file 8 A document containing raw LMF data from the analysis of the microtiter cultures, which were used in the classification exercise Click here for file

## Figures and Tables

**Figure 1:**
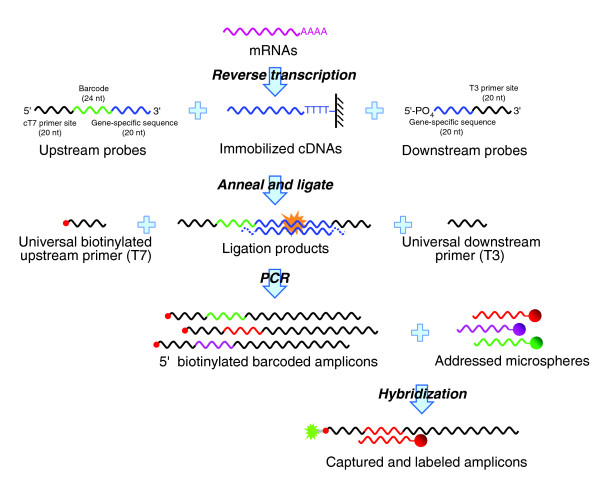
Method overview. Transcripts are captured on immobilized poly-dT and reverse transcribed. Two oligonucleotide probes are designed against each transcript of interest. The upstream probes contain 20 nt complementary to a universal primer (T7) site, one of 100 different 24 nt barcode sequences, and a 20 nt sequence complementary to the 3'-end of the corresponding first-strand cDNA. The downstream probes are 5'-phosphorylated and contain a 20 nt sequence contiguous with the gene-specific fragment of the upstream probe and a 20 nt universal primer (T3) site. Probes are annealed to their targets, free probes removed, and juxtaposed probes joined by the action of ligase to yield synthetic 104 nt amplification templates. PCR is performed with T3 and 5'-biotinylated T7 primers. Biotinylated barcoded amplicons are hybridized against a pool of 100 sets of optically addressed microspheres each expressing capture probes complementary to one of the barcodes, and incubated with streptavidin-phycoerythrin to label biotin moieties fluorescently. Captured labeled amplicons are quantified and beads decoded by flow cytometry. nt nucleotides.

**Figure 2:**
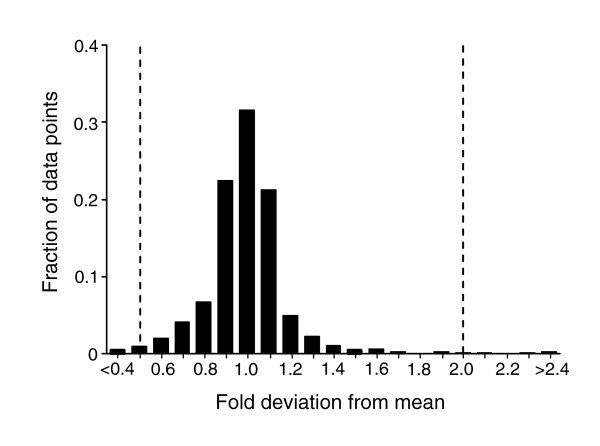
Reproducibility of the method. Mean expression levels for each transcript under each condition were computed and the deviation of each individual data point from its corresponding mean was recorded. A histogram of the fraction of data points in each of 12 bins of fold deviation values is shown. This plot represents 1,800 data points (two conditions × 90 transcripts × 10 replicates).

**Figure 3:**
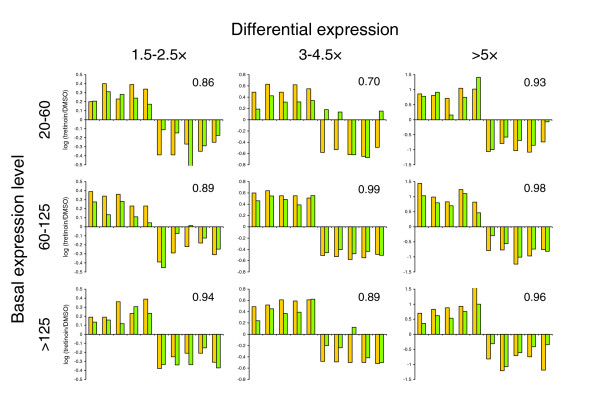
Performance in a representative gene space. Total RNA from HL60 cells treated with tretinoin or vehicle (DMSO) alone were analyzed by LMF in the space of 90 transcripts selected from microarray analysis of the same material. Plots depict log ratios of expression levels (tretinoin/DMSO) reported by both platforms for each transcript, in each of nine classes. Correlation coefficients of the log ratios between platforms within each class are shown. Yellow bars represent microarray findings and green bars LMF findings. Ratios were computed on the means of three parallel hybridizations of the pooled product from three amplification and labeling reactions (microarray) or 10 parallel amplification and hybridization procedures (LMF) for each condition. Basal expression categories are 20-60 (low), 60-125 (moderate), and >125 (high). Differential expression categories are 1.5-2.5× (low), 3-4.5× (moderate), and >5× (high). DMSO, dimethyl sulfoxide.

**Table 1:** Classification accuracy

		Differential expression		
		1.5-2.5×	3-4.5×	>5×
Basal expression level	20-60	87.5	97.7	97.7
	60-125	85.2	98.9	94.3
	>125	98.9	98.9	100

Accuracy (%) of a *k*-nearest-neighbor classifier trained on microarray data to predict the true identity (tretinoin or dimethyl sulfoxide) of 88 test samples in the space of each of the nine gene classes from Figure 3.

How the deposited data were processed for this re-analysis (not part of the article)

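The arrays hold linear MAS5 signal intensities from the authors, deposited before scaling between arrays. No dose or group label was in conflict with the paper. Each of 6 arrays was multiplied to the mean of DMSO replicate 1, values below 20 were set to 20, and log2 values were fitted with limma 3.58.1 (lmFit and eBayes, R 4.3.3, statmod 1.5.0) with a group mean per condition. Tested probe sets exceeded 20 on at least 3 arrays. Calls need an adjusted p (Benjamini-Hochberg) under 0.05 and a fitted change of at least 1.5-fold. Folds are ratios of condition means. Where any array of a condition is at the floor, the fold is given as a lower bound.

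Of 22283 probe sets, 19071 have a single symbol, 1043 have several and 2169 have none. Only those with a single symbol are named. A gene is shown by its brightest such probe set. Comparisons with LMF and ranks of the 90 transcripts use the probe set of the study, which for some of them, CFLAR, CXCL8, IGF1R, MT1X and RRM2 among those named, is not the brightest.

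Genes were named by a rule fixed beforehand: the largest rises and falls, the largest changes from or to the floor, the members of each list that moved most, and the controls. Others are members of the 90, picked as examples after their values were seen, or members of short counts, and the text says so for the latter. Members of short lists that did not pass are given as counts and ranges. Of the 32 gene lists, 31 could be tested with camera (inter-gene correlation 0.01, and estimated) and adjusted together, and with fry.

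LMF values had the mean of 2 blanks subtracted, a floor of 5 and division by GAPDH_3. Intervals come from 2000 bootstrap draws and permutation p-values from 100000 permutations. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

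Alternatives were no scaling, median, trimmed mean and quantile scaling, the factors of Additional data file 4, floors of 10 and 40, other filters, a replicate block, trend and robust variances, an offset of 16 in place of the floor, each array left out, other fold minimums and other probe sets per gene.

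The copies of Additional data files 4 and 8 at hand are truncated. Of the former, 1208 rows were at hand, and these equal the deposited values times its factors. The classifier was not rerun, and the cell-line LMF classification is not analysed here.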

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

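The tests below were chosen before their values were seen. By Dixon's test, which flags about 1 group in 20 by chance, 2 of 6 groups of LMF wells had an outlying raw signal for GAPDH_3. In Additional data file 5 the lowest DMSO well had a median fluorescence of 2550, against 3590.5 for the next (ratio 0.774). In Additional data file 7 the lowest DMSO well had 2788.5, against 3821 for the next (ratio 0.709). Both wells were kept, and division by GAPDH_3 rescales them. Dixon's test did not flag still lower wells in groups of wider spread. The lowest tretinoin well had 139.5 in Additional data file 6 (highest 3162.5) and 172 in Additional data file 7 (highest 2718). The lowest DMSO well of Additional data file 6 had 616.5 (highest 3841). The reproducibility values of these repeats include all 20 wells.

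The arrays hold changes that the paper does not describe. Outside the 90 transcripts, 3586 probe sets were called between tretinoin and DMSO, among them VSIG4, CCL4, THBS1 and ASNS. Of the gene lists fixed beforehand, 12 passed camera with both correlations.

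Whether any other division of the arrays gives such counts was tested on the 10 splits of 6 arrays into 3 and 3, a test chosen beforehand. The real split had the highest count, 3674, and the highest of the others was 0, so 1 of 10 splits reached it. That is too few splits for a share under 0.05, and it cannot decide. No biological explanation was tested.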

How the results depend on the processing

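No main call was made in the other direction under any setting, but calls were lost. Of 3674 main calls, 2969 were kept without scaling, 3243 with a floor of 10, 2909 with a floor of 40, 2773 with no filter and 2922 to 3079 when an array was left out. Without scaling, 1142 probe sets were higher. At a minimum of 2-fold, 1012 were higher and 860 lower. Leaving out an array gave 1442 to 1734 higher and 1521 to 1967 lower. With a floor of 40, the probe sets above baseline were 8817 and the probe sets in the 9 expression classes were 2313, which the higher floor builds in.

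The arrays share only a replicate number. Same-number pairs had correlations of deviations of -0.027, -0.014 and 0.066, within the range of other pairs, so no pairing was used. A replicate block called 3501 probe sets, and 3404 of the main calls were kept.

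For the slope of LMF on array log ratios, taken here as the median ratio per transcript, the value was 0.638 with no division by GAPDH_3 and 0.774 with division by the mean of the 3 GAPDH features. With no division, 91.6% of LMF values lay within 2-fold, 4.64% of those outside came from a single transcript and the mean coefficient of variation was 21.0%. In Additional data file 6, 86.8% lay within and the single transcript gave 3.78%. In Additional data file 7 these were 92.3% and 10.1%. With only wells whose GAPDH_3 was within 2 SD, 99.6% lay within. The cause was not tested.

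The camera direction of lists far from passing turned in some settings. For erythroid markers the adjusted p was 0.741 with a floor of 10, 0.924 with no filter, 0.937 with a replicate block and 0.833 to 0.989 when an array was left out, turned for some arrays. For B cell markers it was 0.886 with a floor of 10, 0.937 with a replicate block and 0.517 to 0.959 when an array was left out, turned for some arrays.

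In a self-test on 12989 probe sets for tretinoin against DMSO, 200 were changed. Of the changes of 1.5-, 2-, 3- and 5-fold (50 each), 4%, 64%, 88% and 100% were called, with 17 false calls. In the real comparison far more were called, 27.5% of the probe sets tested. Adjustment of p-values is stricter where few probe sets change. These values therefore cannot stand for the sensitivity of the main calls or for their share of false calls.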

Differences from the paper's values

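The count of probe sets above baseline depends on its definition. The paper gives 9,466, and the lower condition mean above 20 gave 13493. Above 20 on every array gave 9376. With the factors of Additional data file 4 and a signal of 20 or more on every array, a setting chosen after the values were seen, the count was 9466 and matches.

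With arrays scaled to equal means, 13 of the 90 transcripts lay outside their listed class, such as FOXK2 and HSPA9. With the factors of Additional data file 4, chosen after the values were seen, none did.

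The correlation of log ratios over the 90 transcripts, 0.924, matches the paper's. The 9 class correlations match those printed in Figure 3 to the digits printed there. Of the LMF values, 98.6% lay within 2-fold of their mean (the paper gives 97.9%) and 38.5% of those outside were from NCK2 (the paper gives 34%). The mean coefficient of variation was 13.7% (the paper gives 13.8%).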

Other observations

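Retinoid target genes rose in part. Of 11 measured genes of the retinoid response, 6 were higher and none was lower, also when adjusted over the list alone (camera, adjusted p = 0.00155, adjusted p = 0.103 with an estimated correlation). NRIP1, a nuclear receptor corepressor, rose 5.38-fold from 39.6 ± 8.01 to 213 ± 24.4 (SD, n = 3 arrays), and PLAAT4, a growth suppressor induced by retinoids, rose at least 2.72-fold but exceeded 20 on only 2 DMSO arrays. The 5 that did not pass had log2 fold changes from -0.55 to 0.71.

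Of 16 interferon response genes, 8 were higher (9 when adjusted over the list alone) and none was lower (camera, adjusted p = 3.55e-04, adjusted p = 0.103 with an estimated correlation). MX2 rose 3.01-fold. IFI6 rose at least 5.63-fold and GBP2 at least 3.46-fold, but each exceeded 20 on only 1 DMSO array, and IFI35 rose at least 3.25-fold but exceeded 20 on only 2. Of 11 chemokines and inflammatory cytokines, 6 were higher and none was lower, also when adjusted over the list alone (camera, adjusted p = 0.00139, adjusted p = 0.0558 with an estimated correlation). CCL20 was at least 5.39-fold higher and CXCL8 rose 4.87-fold on its brightest probe set and 6.22-fold on that of the study. CCL2 and CXCL8 are among the 90 transcripts chosen by the study on these arrays.

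Of 21 genes of the actin cytoskeleton, 15 were higher (16 when adjusted over the list alone) and none was lower (camera, adjusted p = 1.13e-10). The actin-severing protein GSN rose 5.52-fold from 56.8 ± 15.6 to 313 ± 2.40 (SD, n = 3), VASP 3.95-fold and ARPC1B 2.75-fold. ACTB and TMSB10 of this list are among the 90. Of 23 chaperones and unfolded protein response genes, 13 were lower and none was higher, also when adjusted over the list alone (camera, adjusted p = 1.97e-05), with the mitochondrial chaperone HSPE1 down 2.82-fold and the chaperonin subunits CCT2 and CCT4 down 2.77-fold and 2.36-fold. HSPA9 of this list is among the 90. Of 6 metallothioneins, 5 were lower and none was higher, also when adjusted over the list alone (camera, adjusted p = 0.00233, adjusted p = 0.132 with an estimated correlation). MT1H fell 2.81-fold, MT1X 2.73-fold, MT2A 2.34-fold, MT1E 2.32-fold and MT1G 1.76-fold, while MT1F did not pass (log2 fold change -0.09). MT1X is among the 90, and fell 3.44-fold on the probe set of the study.

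Of 14 apoptosis regulators, 5 were higher (PMAIP1 at 7.14-fold, BCL2A1 at 6.44-fold, CFLAR at 2.40-fold, MCL1 and CASP8), only BCL2 was lower, by at least 3.76-fold, and 8 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.0266, adjusted p = 0.115 with an estimated correlation). That camera call was lost without DMSO replicate 1 (adjusted p = 0.0554) and without DMSO replicate 3 (0.0665). BCL2 exceeded 20 on only 2 tretinoin arrays. CFLAR is among the 90, and rose 3.34-fold on the probe set of the study. Of 13 cholesterol synthesis genes, 5 were lower (FDPS at 2.13-fold, MSMO1 at 1.83-fold, SQLE at 1.72-fold, LSS and NSDHL), only the regulator INSIG1 was higher, at 1.75-fold, and 7 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.0962). Of 17 glycolysis genes, 2 were higher (HK3, at least 4.37-fold, and HK1, 2.33-fold), 4 were lower (LDHA, ENO1 at 1.79-fold, PFKM and GPI) and 11 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.211). LDHA is among the 90. Against no change, the cholesterol synthesis list passed (fry, direction down, adjusted p = 0.00951), as did the glycolysis list (fry, direction down, adjusted p = 0.0118). MCL1, CASP8, LSS, NSDHL, PFKM and GPI are named because few genes of their list moved that way, a choice made after the values were seen.

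Some markers of other cell types also moved. Over the lists of monocytes and macrophages, eosinophils, erythroid cells, megakaryocytes, lymphocytes, epithelium and fibroblasts, 40 genes were measured and 15 were called. The other 25 had log2 fold changes from -0.55 to 0.55 and no condition mean above 288. Among eosinophil, basophil and mast cell markers CLC rose at least 3.17-fold but exceeded 20 on only 2 DMSO arrays, PRG2 was at least 2.85-fold lower and RNASE2 fell. TFRC was the only erythroid gene to pass. The median log2 fold change of the erythroid list was 0.08, although camera put its direction as down (adjusted p = 0.971). ITGB3, a platelet integrin, rose at least 1.63-fold and exceeded 20 on only 2 DMSO arrays, a call that was lost over the list alone and under several other settings. Among T and NK cell markers, IL7R rose at least 2.02-fold, NKG7 1.81-fold and CD8A fell at least 1.75-fold, though IL7R exceeded 20 on only 2 DMSO arrays and CD8A on only 1 tretinoin array. Over all 32 lists fixed beforehand, 31 could be tested by camera, 19 passed (9 up and 10 down), and 12 passed with both correlations.

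Within the LMF values of Additional data file 5, the paper's data, 26 of 1800 lay outside 2-fold of their mean and 10 of these were from NCK2, an adaptor of receptor tyrosine kinases. Over the 3 evaluations the coefficient of variation had a mean of 13.7% per transcript, from 1.09% for SRM, spermidine synthase, to 49.8% for NCK2 in tretinoin. The mean was 10.3% in DMSO and 17.2% in tretinoin.

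The shrinkage of LMF ratios was weighed against selection of the probe sets on the arrays, saturation of the LMF signal and a change of the GAPDH reference, and the test of saturation in transcripts of low signal was chosen after the result was seen. Selection may enlarge array ratios, and the other array probe sets of 38 of the genes had a median log ratio of 0.852 of that of the selected probe set (95% bootstrap interval 0.708 to 0.915), against 0.734 for LMF in the same genes, which cannot decide it. Saturation might flatten strong signals. The median ratio in the class of high basal level minus that in the class of low basal level was 0.0463 (-0.146 to 0.190). In the 45 transcripts of low fluorescence the median ratio was 0.752 with an upper bound of 0.827, so the shrinkage was not limited to strong signals. The fluorescence at which LMF saturates was not measured, so saturation at weaker signals is not excluded. A change of the reference would shrink either rising or falling transcripts, and the higher of their upper bounds was 0.827. No biological explanation was tested, since both platforms measured the same RNA.

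For the transcripts of opposite sign, all 4 other array probe sets, in 3 of these genes, had the sign of the selected array probe set and none that of LMF. This argues against an array probe set that misses its gene in these 3, though only signs were counted. The evidence is weaker for HSPA13, whose only other probe set had a log10 ratio of -0.186 against -0.600. Those of IGF1R were at -0.481 and -0.082 against -0.515, and that of LRP8 was at -0.388 against -0.552. In a test of the LMF reference chosen after the signs were seen, without division by GAPDH_3, 1 of the 5 kept opposite signs but 6 other transcripts took them. All 5 kept them with division by the mean of the 3 GAPDH features, where 2 other transcripts took them. All 5 also kept them in the first LMF repeat, where 1 other transcript took them. In the second repeat 4 kept them and 2 other transcripts took them. These settings also divide by GAPDH, and leaving out the division lowered all 5 LMF ratios, so counts of signs cannot decide it. Undivided LMF ratios were 1.07 for HSPA13, 0.971 for LRP8, 0.984 for IGF1R and 0.896 for WDR12. On the arrays these were 3.98-fold, 3.57-fold, 3.28-fold and 3.31-fold lower, while raw GAPDH_3 was only 1.47-fold lower. These values argue against a change of the reference as the source of most of the gap in these genes. For SDAD1, at 0.740 and 1.76-fold lower on the arrays, that cause stays open. Neither the LMF probes themselves nor a biological explanation were tested.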
